# A Neuroprotective Locus Modulates Ischemic Stroke Infarction Independent of Collateral Vessel Anatomy

**DOI:** 10.3389/fnins.2021.705160

**Published:** 2021-08-02

**Authors:** Han Kyu Lee, Sarah E. Wetzel-Strong, David L. Aylor, Douglas A. Marchuk

**Keywords:** ischemic stroke, infarct volume, neuroprotection, wild-derived mouse strain, quantitative trait locus mapping

## Abstract

Although studies with inbred strains of mice have shown that infarct size is largely determined by the extent of collateral vessel connections between arteries in the brain that enable reperfusion of the ischemic territory, we have identified strain pairs that do not vary in this vascular phenotype, but which nonetheless exhibit large differences in infarct size. In this study we performed quantitative trait locus (QTL) mapping in mice from an intercross between two such strains, WSB/EiJ (WSB) and C57BL/6J (B6). This QTL mapping revealed only one neuroprotective locus on Chromosome 8 (Chr 8) that co-localizes with a neuroprotective locus we mapped previously from F2 progeny between C3H/HeJ (C3H) and B6. The allele-specific phenotypic effect on infarct volume at the genetic region identified by these two independent mappings was in the opposite direction of the parental strain phenotype; namely, the B6 allele conferred increased susceptibility to ischemic infarction. Through two reciprocal congenic mouse lines with either the C3H or B6 background at the Chr 8 locus, we verified the neuroprotective effects of this genetic region that modulates infarct volume without any effect on the collateral vasculature. Additionally, we surveyed non-synonymous coding SNPs and performed RNA-sequencing analysis to identify potential candidate genes within the genetic interval. Through these approaches, we suggest new genes for future mechanistic studies of infarction following ischemic stroke, which may represent novel gene/protein targets for therapeutic development.

## Introduction

Ischemic stroke is caused by a disruption of the blood supply to the brain leading to neuronal cell death in the ischemic region. Annually, fifteen million people worldwide suffer a stroke (Bogousslavsky et al., 2003; Johnson et al., 2016; WHO, 2017), resulting in an estimated $65.5 billion in healthcare costs per year (Benjamin et al., 2019). In the United States, stroke is the fourth-leading cause of death with almost 800,000 new or recurrent cases occurring each year (Roger et al., 2012). Risk factors for stroke include environmental influences (e.g., smoking, diabetes, obesity, etc.), but epidemiologic studies have estimated that two-thirds of the risk for developing ischemic stroke is due to genetic factors (Jamrozik et al., 1994; Dichgans, 2007). GWAS for ischemic stroke, including a recent meta analysis, have identified dozens of variants in genes involved in diverse biological processes, and many of these variants share risk factors with other vascular traits or intermediate phenotypes of stroke (Malik et al., 2018). Pharmacological interventions to reduce stroke risk have focused on reducing these related vascular risk factors (Malik et al., 2018).

By contrast, once a stroke has occurred, the only approved drug for stroke therapy is intravenous recombinant tissue plasminogen activator (tPA), currently given to only 2–3% of stroke patients because of its limited time window for administration and the major risk for adverse effects. Unfortunately, tPA does not provide protection to neural tissues already damaged by stroke. Thus, there is an urgent need to identify and develop new drug targets to provide effective neuroprotection and/or neuroresuscitation to damaged tissues. Identifying such gene targets has been problematic. In contrast to the successes of genetic studies of stroke risk, GWAS of stroke outcomes among ischemic stroke patients are intrinsically difficult due to uncontrollable variation in the extent and location of the occluded vessel, strong environmental variables (e.g., diet, smoking, etc.), and especially variation in the critical time between first recognized symptoms of stroke and medical intervention.

We have attempted to identify genes that influence infarct volume, the critical outcome of ischemic stroke, by using a surgically induced mouse model of ischemic stroke and subsequent QTL mapping analysis. We have identified several genetic loci that regulate infarct volume (Keum and Marchuk, 2009; Chu et al., 2013; Keum et al., 2013; Lee et al., 2019) and identified several genes modulating this trait (Keum et al., 2013; Lee et al., 2016, 2018). The strongest locus controlling infarct volume in mice (Keum et al., 2013) also modulates the collateral vascular anatomy (Wang et al., 2012). Both traits are highly heritable across strains of mice. Heritability (*H*^2^) for infarct volume was calculated at 88% (Keum and Marchuk, 2009) and for collateral vessel number at 85% (Zhang et al., 2010). The collateral circulation enables vascular reperfusion of the ischemic territory, thus diminishing the effects of ischemia. However, as the collateral vessel anatomy is established early in life due to genetic factors (Chu et al., 2013), we sought to identify genes that modulate infarct volume independently of the collateral circulation in the hopes of identifying loci and genes that modulate infarct size through an innate, neuroprotective mechanism. Our approach for identifying neuroprotective loci was to perform QTL mapping in crosses between inbred mouse strains that exhibit similar collateral vessel anatomy, but which nonetheless show large differences in infarct volume after ischemic stroke. In our survey of strain phenotypes, we included the eight founder mouse strains of the collaborative cross (CC). The CC includes three wild-derived strains, CAST/EiJ (CAST), PWK/PhJ (PWK), and WSB, which contain extensive diversity compared to classical inbred mouse strains (Complex Trait Consortium, 2004; Threadgill, 2006; Aylor et al., 2011). Candidate genes mapping within linkage peaks are identified through shared ancestral haplotype analysis, strain-specific RNA expression analysis, and *in silico* analysis of coding variants. Highly compelling candidate genes are then validated with phenotypic studies using genetically modified mice. Through this approach, we have identified loci and genes that modulate infarct volume independent of the effects of the collateral vasculature (Chu et al., 2013; Keum et al., 2013; Lee et al., 2016, 2018, 2019).

In the present study, by performing QTL mapping between a wild-derived inbred strain, WSB, and a common classical inbred strain, B6, we identified a neuroprotective locus that overlaps with a locus mapped in an independent QTL analysis between two classical inbred strains, C3H and B6. Using reciprocal congenic mouse lines, we validate that this locus modulates infarct volume in a collateral-independent manner. By examining non-synonymous coding SNP variation and strain-specific differential gene expression, we suggest potential candidate genes within the locus.

## Materials and Methods

### Animals

All inbred mouse strains were obtained from the Jackson Laboratory (Bar Harbor, ME, United States), and then bred locally to obtain mice used in all experiments. We generated reciprocal congenic mouse lines in order to evaluate the *Civq4* QTL effect on both genetic backgrounds. (B6 × C3H) F1 animals were backcrossed to B6 to generate B6.C3H-*Civq4* congenics, which we refer to as LineB. (B6 × C3H) F1 animals were backcrossed to C3H to generate C3H.B6-*Civq4*, which we refer to as LineC. Briefly, F1 animals were backcrossed to either B6 or C3H for 4 generations and then the genetic background of each animal was determined by whole genome SNP genotyping (OpenArray Technology). Female mice that contained over 90% of the recipient genetic background were genotyped with additional SNP and microsatellite markers to confirm retention of the *Civq4* region from the relevant strain. These mice were then backcrossed to the opposite strain for 7–10 generations before brother-sister mating to create the congenic lines in the study. Mice (both male and female animals) were age-matched (P21 for collateral vessel density and 12 ± 1 week for pMCAO) for all experiments.

### Collateral Vessel Density Measurement

Since collateral vessels are established by 3 weeks of age and remain constant for many months (Chu et al., 2013), the collateral vessel phenotype was measured at P21 as previously described (Lee et al., 2016, 2018). Briefly, mice were anesthetized with ketamine (100 mg/kg) and xylazine (2.5 mg/kg), and the ascending thoracic aorta was cannulated. The animals were perfused with freshly made buffer (1 mg/ml adenosine, 40 g/ml papaverine, and 25 mg/ml heparin in PBS) to remove the blood. The pial circulation was then exposed after removal of the dorsal calvarium and adherent dura mater. The cardiac left ventricle was cannulated and a polyurethane solution with a viscosity sufficient to minimize capillary transit (1:1 resin to 2-butanone, PU4ii, and VasQtec) was slowly infused; the cerebral circulation was visualized under a stereomicroscope during infusion. After the infusion, the brain surface was topically rinsed with 10% PBS-buffered formalin and the dye solidified for 20 min. After post-fixation with 10% PBS-buffered formalin, the pial circulation was imaged. All collaterals interconnecting the anterior cerebral artery (ACA) and middle cerebral artery (MCA) trees of both hemispheres were counted.

### Permanent Middle Cerebral Artery Occlusion (pMCAO)

Focal cerebral ischemia was induced by direct permanent occlusion of the distal MCA as previously described (Lee et al., 2016, 2018). Briefly, adult mice were anesthetized with ketamine (100 mg/kg) and xylazine (2.5 mg/kg). The right MCA was exposed by a 0.5 cm vertical skin incision midway between the right eye and ear under a dissecting microscope. After the temporalis muscle was split, a 2-mm burr hole was made with a high-speed micro drill at the junction of the zygomatic arch and the squamous bone through the outer surface of the semi-translucent skull. The MCA was clearly visible at the level of the inferior cerebral vein. The inner layer of the skull was removed with fine forceps, and the dura was opened with a 32-gauge needle. While visualizing under an operating microscope, the right MCA was electrocauterized. The cauterized MCA segment was then transected with micro scissors to verify permanent occlusion. The surgical site was closed with 6-0 sterile nylon sutures, and 0.25% bupivacaine was applied. The temperature of each mouse was maintained at 37°C with a heating pad during the surgery until the animal was fully recovered from the anesthetic. Mice were then returned to their cages and allowed free access to food and water in an air-ventilated room with the ambient temperature set to 25°C.

### Infarct Volume Measurement

Cerebral infarct volumes were measured 24 h after surgery because the size of the cortical infarct is largest and stable at 24 h after distal permanent MCA occlusion (Lambertsen et al., 2005). Twenty-four hours after MCAO surgery, the animals were euthanized with CO_2_ inhalation followed by decapitation, and the brains were carefully removed. The brains were placed in a brain matrix and sliced into 1 mm coronal sections after being chilled at −80°C for 4 min to slightly harden the tissue. Each brain slice was placed in 1 well of a 24-well plate and incubated for 20 min in a solution of 2% 2,3,5-triphenyltetrazolium chloride (TTC) in PBS at 37°C in the dark. The sections were then washed once with PBS and fixed with 10% PBS-buffered formalin at 4°C. Then, 24 h after fixation, the caudal face of each section was scanned using a flatbed color scanner. The scanned images were used to determine infarct volume (Wexler et al., 2002). Image-Pro software (Media Cybernetics) was used to calculate the infarcted area of each slice by subtracting the infarcted area of the hemisphere from the non-infarcted area of the hemisphere to minimize error introduced by edema. The total infarct volume was calculated by summing the individual slices from each animal.

### SNP Genotyping

Genomic DNA was isolated from tails of F2 progeny between WSB and B6 mice using DNeasy Tissue kit (Qiagen, Hilden, Germany). Genome-wide SNP genotyping was performed with a new Mouse Universal Genotyping Array (MiniMUGA), an array-based genetic QC platform with over 11,000 probes. Array hybridization including sample preparation was performed by Neogen/GeneSeek (Lincoln, NE, United States).

### Quantitative Trait Locus (QTL) Analysis

Using R/qtl software, genome-wide scans were performed as previously described (Lee et al., 2019) with minor changes. Genotype information from the MiniMUGA were prepared for QTL mappings as followed. A total of 515 informative markers for WSB and B6 across the mouse genome were used for genetic mapping. The significance thresholds for LOD scores were determined by 1,000 permutations using all informative markers. A QTL was considered significant when its LOD score exceeded 95% (*p* < 0.05) of the permutation distribution. The confidence interval of the peak was determined by the 1.5-LOD support interval. The physical map megabase (Mb) positions based on the genomic sequence from the GRCm38/mm10 were calculated using Mouse Map Converter tool of the Jackson Laboratory^1^. For the interval *Civq4*, SNP data were obtained from the Mouse Phenome Database^2^.

### SNP Analysis

The effect of non-synonymous SNPs on protein function was predicted by using three independents *in silico* prediction algorithms, Polymorphism Phenotyping v2 (PolyPhen-2)^3^ (Adzhubei et al., 2010), Sorting Intolerant From Tolerant (SIFT)^4^ (Ng and Henikoff, 2003), and Protein Variation Effect Analyzer (PROVEAN)^5^ (Choi et al., 2012).

### RNA Sequencing Analysis and Differential Gene Expression

Paired-end, 150 bp sequencing reads were generated from adult (8–12 weeks) brain cortex tissue mRNA of B6, C3H, and WSB mice (three male mice for each strain) on the NovaSeq 6000 instrument. Adapters for all paired-end sequencing reads were trimmed using Cutadapt (Martin, 2011) and gene expression counts for each sample were obtained using HTseq (Anders et al., 2015). Differential gene expression analysis between two groups was performed using DESeq2 R package. DESeq2 provides statistical routines for determining differential expression in digital gene expression data using a model based on the negative binominal distribution. *p*-values were adjusted using a false discovery rate of 5% by Benjamini-Hochberg correction (Benjamini and Hochberg, 1995). The RNA sequencing and differential gene expression analyses were performed by Novogene (Sacramento, CA, United States).

### Statistical Analysis

Statistical analyses were performed with Prism (GraphPad Software, La Jolla, CA, United States). Statistical significance was evaluated using one-way ANOVA followed by Tukey’s multiple comparison test, according to the following definition: *p* > 0.05, not significant; *p* < 0.05, significant (^∗^); *p* < 0.01, very significant (^∗∗^); and *p* < 0.001, highly significant (^∗∗∗^).

## Results

### A Locus on Chromosome 8 Regulates Infarct Volume in a Cross Between Two Inbred Mouse Strains, B6 and WSB

We returned to our phenotypic characterization of the eight founder mouse strains of the CC (Lee et al., 2019) in order to identify strains that exhibited differences in infarct volume due to vascular-independent effects. As predicted by the role of collateral vessels in the reperfusion of ischemic tissue, the classical inbred strain B6 exhibits a high number of collateral vessel connections with a correspondingly small infarct volume. Surprisingly, although the wild-derived strain WSB shows an even greater number of collateral vessel connections than B6, WSB mice have much larger infarct volumes. This break between the collateral vessel density and infarct volume phenotypes in WSB compared to B6 motivated the choice of these two strains for a new mapping cross with the goal of identifying additional genetic loci that regulate infarct volume.

To discover the genetic region(s) modulating ischemic infarction across these strains, we first generated F1 progeny between the strains, and then performed an intercross. Then, F1 and F2 animals were analyzed for collateral vessel and infarct volume phenotypes. The number of collateral vessel connections among the F1 animals was tightly distributed approximately midway between the parental strains [B6 (20.4), WSB (27.3), F1 (24.9)] (Figure 1A). The infarct volume among the F1 animals was also relatively tightly distributed, but much closer to the low value seen in B6 animals [B6 (7.8 mm^3^), WSB (22.6 mm^3^), F1 (8.9 mm^3^)] (Figure 1B). Collateral vessel number measured in a separate cohort of F2 animals was tightly distributed around the mean of 25.3 (Figure 1A). By contrast, infarct volume in the F2 animals exhibited a very wide distribution, ranging from 0.8 to 37.1 mm^3^ (Figure 1B). The tight distribution of collateral vessel numbers in the F2 animals, contrasted with the wide variation in infarct volume, validated our choice of these strains for our attempt to map collateral-independent loci that modulate infarct size.

**FIGURE 1:**
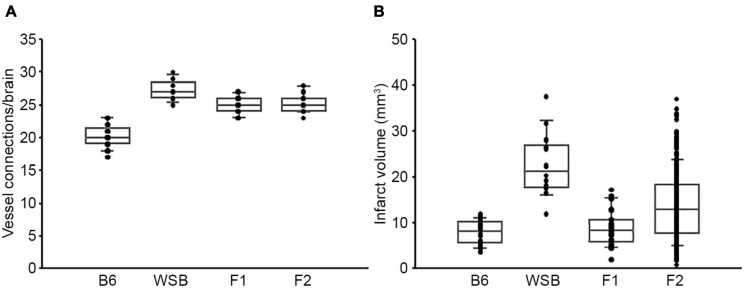
F2 progeny between B6 and WSB display a wide distribution of infarct volume after pMCAO. **(A)** The scatter plot indicates the number of collateral vessel connections between the ACA and MCA for parental strains, B6 and WSB, and their F1 and F2 intercross animals. The box plot shows the degree of dispersion and skewness. The number of animals for B6, WSB, F1, and F2 was 37, 13, 21, and 30 animals, respectively. **(B)** The scatter and box plot graphs show the distribution of infarct volume after pMCAO for B6, WSB, and their F1 and F2 intercross animals. The number of animals for the infarct volume measurements was 34, 18, 27, and 376 animals, respectively.

To map the genetic region(s) that modulate infarct volume in this cross, we performed genome-wide QTL mapping analysis. A total of 376 F2 mice (Figure 1B) were genotyped with a genome-wide mapping panel (the miniMUGA genotyping panel consisting of approximately 11K SNPs). For initial genome-wide QTL mapping analysis, 515 informative SNP markers were selected across the mouse genome (Supplementary Table 1), which completely covered the entire mouse genome at approximately 5 Mb intervals across each chromosome. We identified a QTL peak on Chr 8 (logarithm of the odds, LOD, 5.16; *p* = 0.002) that displayed significant linkage to the infarct volume trait (Figure 2). No other region reached statistical significance at *p* = 0.05, as determined by data permutation, but one peak on Chr 17 reached a LOD of 3.51, corresponding to a suggestive *p*-value of 0.083. These two loci show no evidence of genetic interaction.

**FIGURE 2:**
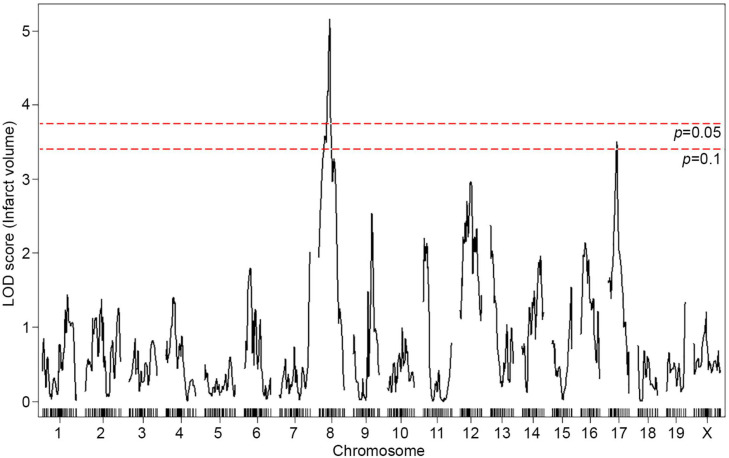
A locus for infarct volume is mapped in the F2 progeny between B6 and WSB. The graph presents the analysis of a genome-wide QTL mapping scan for infarct volume measured 24 h after pMCAO using 376 F2 animals (B6 and WSB). Chromosomes 1 through X are represented numerically on the *x*-axis and the *y*-axis represents the LOD score. The significant (*p* < 0.05) level of linkage was determined by 1,000 permutation tests. Only a single genomic region on Chr 8 displays significant linkage to infarct volume with a LOD score of 5.16.

The infarct volume phenotype of the F2 animals was relatively normally distributed, although with a tail at the high-end values (Supplementary Figure 1). To determine if deviations from normality were influencing our mapping analysis, we also performed non-parametric mapping. The linkage profiles across the entire genome were nearly identical, including at the linkage peaks on Chr 8 and 17 (Supplementary Figure 2). Thus, the mapping results appear robust to any deviations from normality.

### Characterization of the Location, Size, and Alleleic Effects of the Chromosome 8 Locus

To fine-map the statistically significant peak mapping to Chr 8, we extended the interval an additional 1.5 Mb flanking each arm of the 1.5-LOD support interval; a convention that defines a conservative estimate of the locus. A total of 88 additional informative SNPs markers were included in the linkage data to more precisely map the locus. The resulting candidate 1.5-LOD interval falls between 36.16 and 78.11 Mb (Figure 3A, Table 1, and Supplementary Table 1).

**FIGURE 3:**
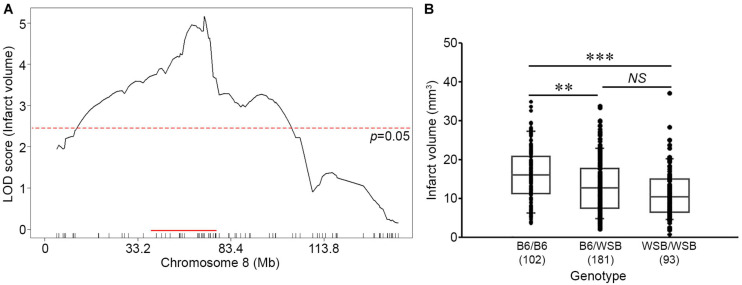
Characterization of the location, size, and allelic effects on infarct volume at the Chromosome 8 locus. **(A)** The graph shows the QTL mapping across Chr 8 using 88 informative SNP markers. The LOD score at the peak is 5.16 (gUNC14975151), and the 1.5-LOD support interval is from 36.16 to 78.11 Mb, indicated by the red bar on the graph. The significance threshold for linkage was calculated using the 88 informative SNP markers on Chr 8. **(B)** Allelic effects on infarct volume of the F2 cohort at gUNC14975151. The B6 allele confers increased susceptibility to infarction and the WSB allele confers protection. Statistical analysis was performed with one-way ANOVA followed by Tukey’s multiple comparison test (^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001). NS, not significant.

**TABLE 1:** Characteristics of two independent QTL mappings for surgically induced ischemic infarct volume.

**Location**	**LOD score**	**1.5-LOD interval (Mb)**	**Marker at peak (position, Mb)**	**Mapping strains**	**Protective allele**	**Variance (%)**
Chr 8	5.16	8:36.16-78.11 (41.95 Mb)	gUNC14975151 (70.88 Mb)	B6 and WSB	WSB	11
Chr 8	10.31	8:36.02-50.26 (14.24 Mb)	rs13479735 (45.52 Mb)	B6 and C3H	C3H	31

Surprisingly, the direction of the allele-specific phenotypic effect at this locus was in the opposite direction relative to what we expected based on the parental strain phenotypes. Although infarct volume for B6 mice is smaller than that of WSB mice, we found that among the F2 animals, B6 homozygotes at this locus exhibited larger infarct volumes than WSB homozygotes with heterozygotes animals falling between these values (Figure 3B). Thus, unexpectedly, the WSB allele from this otherwise highly sensitive inbred strain confers resistance to ischemic tissue damage at this locus.

To survey how other loci affect infarct volume, we examined the allelic effects of the next highest peak, mapping to Chr 17. Although this locus did not reach the significance threshold level (Figure 2), B6 homozygotes at this locus exhibit a protective effect on infarct volume, in agreement with the phenotype of the parental B6 strain (Supplementary Figure 3 and Supplementary Table 1). These data suggest that effects from many different regions of the genome, including the Chr 17 locus, drive the overall infarct volume phenotype in the WSB and B6 strains, and override the opposite allelic effects of the locus mapping to Chr 8.

### Concordance With a Previously Mapped QTL

The location and the directional phenotypic effect at the Chr 8 locus parallels those of another infarct volume QTL mapping to mouse Chr 8. Like WSB, the classical inbred mouse strain C3H breaks the inverse correlation between collateral vessel density and ischemic damage, with a relatively high number of collateral vessel connections but showing a paradoxically large infarct volume. Infarct volume in the B6 strain (7.8 mm^3^) is approximately 3-fold smaller than that observed in both C3H (26.4 mm^3^) and WSB (22.6 mm^3^) strains (Supplementary Figure 4). In a cross between C3H and B6, we previously mapped a highly significant QTL to Chr 8, where the direction of the allele-specific phenotypic effect at this locus was opposite to what was observed for the parental strains (Chu et al., 2013). This locus, named *Civq4*, overlaps the locus mapped here between WSB and B6. The wild-derived strain WSB is more distantly related than either of the classical strains, providing a hypothesis that would aid in fine-mapping the locus. If we assume the same QTL is segregating in both crosses, we would expect the ancestral haplotypes to follow the pattern of WSB = C3H ≠ B6 in the candidate region (Kelada et al., 2012; Widmayer et al., 2020).

We thus re-analyzed our previous QTL mapping data between B6 and C3H to provide a robust comparison to the locus mapped in this study. Using 285 informative SNP markers along with the infarct volume phenotype of 210 F2 animals in the cross between B6 and C3H, we performed genome-wide QTL mapping analysis (Supplementary Table 1). Similar to the previous QTL mapping data (Chu et al., 2013), we observed a highly significant linkage peak (LOD 10.31) located on Chr 8 (Supplementary Figure 5A). The 1.5-LOD support interval of *Civq4* (36.02–50.26 Mb) falls almost entirely within the 1.5-LOD support interval of this newly mapped locus (36.16–78.11 Mb) (Figure 3A, Supplementary Figure 5B, Table 1, and Supplementary Table 1). As previously noted (Chu et al., 2013), the allele-specific phenotypic effect of this locus was also opposite to that observed for the parental strains (Supplementary Figure 5C). Thus, in two independent QTL mapping experiments with three different inbred strains, we have identified a genetic region on Chr 8 where the B6 allele confers increased sensitivity to infarction.

### Reciprocal Congenic Mouse Lines Validate the Phenotypic Effects of the QTL Interval on Chromosome 8

To validate the phenotypic effects of the previously mapped *Civq4* locus, we generated reciprocal congenic mouse lines carrying a segment of the *Civq4* region either from the B6 introgressed into the C3H background (C3H.B6-*Civq4*; LineC) or from the C3H introgressed into the B6 background (B6.C3H-*Civq4*; LineB). These lines were generated by repeated backcrosses (10 generations) and selecting progeny at each backcross that retained the *Civq4* locus from the relevant parental line while eliminating the rest of the genome from this parent. Congenic mouse LineB contains approximately 28.48 Mb of the C3H region of *Civq4* (from 31.34 to 59.82 Mb) in the B6 background and congenic mouse LineC contains approximately 23.83 Mb of the B6 region of *Civq4* (from 35.99 to 59.82 Mb) in the C3H background (Figure 4A). Operating under the assumption that the Chr 8 locus mapped in the C3H x B6 cross (Chu et al., 2013) and the WSB × B6 cross are the same, the congenic LineB and LineC (from the C3H and B6 cross) further narrowed the candidate interval by approximately 50%.

**FIGURE 4:**
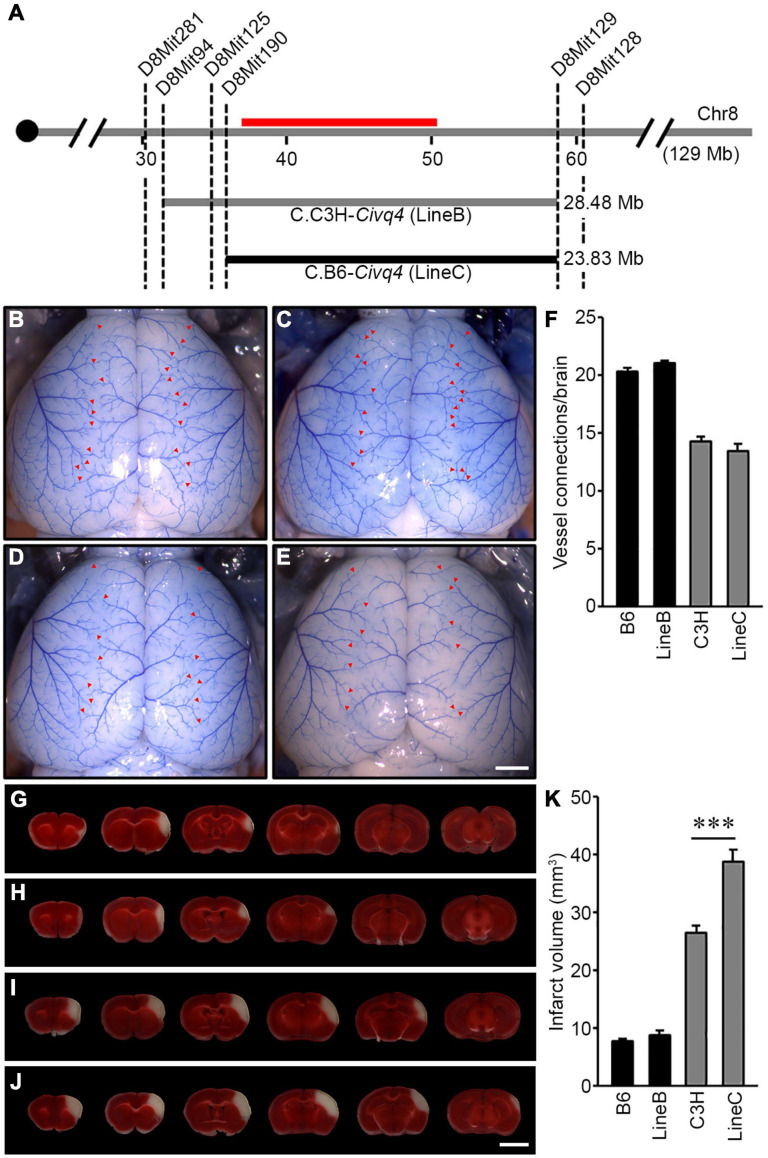
Validation of the location and allelic effects of the locus on Chromosome 8 in congenic animals. **(A)** Schematic of the previously mapped *Civq4* interval using reciprocal congenic mouse lines carrying either a segment of C3H Chr 8 introgressed into the B6 background [B6.C3H-*Civq4* (LineB)] or a segment of B6 Chr 8 introgressed into the C3H background [C3H.B6-*Civq4* (LineC)]. The red bar indicates the 1.5-LOD support interval of QTL mapping between B6 and C3H. Together, these reciprocal congenic mouse lines cover the entire interval of the *Civq4*. **(B–E)** Representative images of the brains for inbred mouse strains, B6 **(B)** and C3H **(D)**, and reciprocal congenic mouse lines, LineB **(C)** and LineC **(E)**. The red arrowheads indicate collateral vessel connections between the ACA and MCA. Scale bar: 1 mm. **(F)** The graph shows the average number of collateral vessel connections between the ACA and MCA in the brain. The total number of animals for B6, LineB, C3H, and LineC were 37, 30, 21, and 12 mice, respectively. Data represent the mean ± SEM. **(G–J)** Serial brain sections (1 mm) for both inbred strains, B6 **(G)** and C3H **(I)**, and the reciprocal congenic mouse lines, LineB **(H)** and LineC **(J)**, are shown. The infarct appears as white tissue after 2% TTC staining. Scale bar: 5 mm. **(K)** The graph indicates the infarct volume 24 h after pMCAO. The total number of animals for B6, LineB, C3H, and LineC were 34, 35, 24, and 16 mice, respectively. Data represent the mean ± SEM. Statistical analysis was performed with one-way ANOVA followed by Tukey’s multiple comparison test (***p < 0.001).

Using the parental strains, B6 and C3H, and the reciprocal congenic mouse lines, LineB and LineC, we first analyzed the number of collateral vessel connections between the ACA and MCA. The number of vessel connections of the congenic mouse lines matched that of the parental lines for their overall strain background, and not the smaller congenic interval [B6 (20.4), LineB (21.0), C3H (14.3), LineC (13.5)] (Figures 4B–F). Thus, as expected, the congenic regions did not affect the collateral vessel phenotype. We then measured the effect of the *Civq4* region on ischemic infarct volume. There was no difference in infarct volume between B6 (7.8 mm^3^) and LineB (8.5 mm^3^). Since the B6 strain background exhibits very small cerebral infarcts, we presume that the infarct volume phenotype is near its natural minimum, and this may mask any additional potential neuroprotective effects of the congenic (C3H) locus. By contrast, the infarct volume in LineC animals was 150% larger than C3H animals (38.7 mm^3^ vs. 26.4 mm^3^) after pMCAO (Figures 4G–K). Here, where the B6 congenic region is contributing a risk allele for infarction and tissue damage, the effect of the congenic region (B6) is now apparent. It is important to note that while infarct volume was increased in the LineC animals compared to its background C3H mouse strain, there was no difference in collateral vessel number between the C3H and LineC mice (Figures 4F,K). Therefore, we conclude that the B6 allele in the *Civq4* locus acts as a risk allele for ischemic infarction, and that it modulates infarct volume through a collateral vessel-independent mechanism.

### Coding SNP Variation Identifies Potential Candidate Genes in the Locus

To identify the causal gene(s) modulating infarct volume in the *Civq4* interval, we first surveyed all coding genes in the interval for the presence of non-synonymous coding SNPs (hereafter, coding SNPs). Through this bioinformatic analysis, we identified a total of 964 coding SNPs in 62 coding genes within this interval. Indeed, only 10 genes mapping within the interval did not show any coding SNPs between the mapping strains. Thus, to further refine the candidate gene list, we filtered the gene list by an additional criterion, using the assumption that at least one infarct-modulating gene in the *Civq4* interval is also shared in the overlapping interval mapped between WSB and B6. Therefore, we further required the allele present in the two protective strains (i.e., the C3H and WSB alleles) to differ from the risk strain (i.e., the B6 allele). A total of 85 coding SNPs in 18 coding genes remained (Supplementary Table 2). Next, to determine whether an amino acid substitution within any of these coding SNPs has functional consequences on the respective protein, all the coding SNPs were evaluated using three independent *in silico* prediction algorithms, SIFT, PolyPhen-2, and PROVEAN. Through these *in silico* functional analyses, we found seven genes within *Civq4* that were predicted by at least one algorithm to damage the resulting protein when the B6 allele of the protein was used as the reference (Table 2). However, more detailed analysis of the coding variants in some of the genes in the interval shows that for some gene variants, it is not the C3H and WSB sequence variants, but rather the B6 variants that differ in sequence from the orthologous genes across a wide spectrum of species. This data suggests that the B6 allele at this locus may be functionally damaged, a hypothesis that is consistent (though not obligatory) due to the association of this allele with infarction risk. Thus, we also re-ran the analysis in which we substituted all coding SNPs in the B6 reference amino acid sequences with the C3H and WSB variant and interrogated the predicted effect on protein function when these SNPs were changed to the B6 variant. From this analysis, we found six genes within *Civq4* that were predicted to damage the resulting protein (Table 3). Only one gene, *Msr1*, harbors a coding SNP predicted to be damaging by two algorithms when the coding SNP harbors the C3H and WSB alleles (Table 2). On the other hand, one gene, *Slc7a2*, harbors a coding SNP predicted to be damaging by all three algorithms and another two genes, *Prag1* and *Adam25*, harbor damaging coding SNPs predicted by two algorithms when the coding SNPs harbor the B6 allele (Table 3).

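Msr1 (ENSMUSG00000025044) lies on chromosome 8 of GRCm38 from 39581685 to 39642673 on the minus strand and encodes a scavenger receptor of macrophages. The substitution N202H changes the codon AAT at 39623962 to 39623964, in exon 4 of 10 of the transcript, and the reference sequence of 7 codons around it in the direction of the gene is GAAACACTGAATGTCAGAGTC. In the cortex RNA sequencing of 3 male mice per strain, Msr1 reached at most 0.0814 FPKM (fragments per kilobase of gene length, scaled for library size) and at most 11 reads in a library. Its mean was 0.0515 ± 0.0278 (SD, n = 3) in B6, 0.0247 ± 0.0163 (SD, n = 3) in C3H and 0.0118 ± 0.0131 (SD, n = 3) in WSB, under the mean of 0.1 FPKM set for testing, so Msr1 was not tested. The methods describe no occlusion in the sequenced mice, so these values do not cover Msr1 after ischemia.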

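The codon that A342S concerns in Slc7a2 (ENSMUSG00000031596) is TCG in the B6 reference and lies at 40905696 to 40905698 on chromosome 8 (GRCm38), in exon 6 of 12, within TATGTTGTCTCGGCAGGCTCC. The codon of E861G in Prag1 (ENSMUSG00000050271) is GGG at 36139687 to 36139689, in exon 5 of 6, within GAGCCTTTGGGGAAAGCTTTC. For H174Q in Adam25 (ENSMUSG00000071937), the codon is CAG at 40754218 to 40754220, in exon 2 of 2, within CATTTGGTTCAGAAGATGGAC. Each sequence is given in the direction of the gene. In cortex, Adam25 was listed at 0 FPKM with 0 reads in every library of the 3 strains. Prag1 had 5.02 ± 0.75 FPKM (SD, n = 3) in B6, 4.58 ± 0.29 (SD, n = 3) in C3H and 4.38 ± 0.62 (SD, n = 3) in WSB, and these ranges overlapped.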

**TABLE 2:** Candidate genes within the 1.5-LOD support interval that have coding SNPs predicted to be damaging for the C3H and WSB alleles.

**Gene**	**Description (Gene synonyms)**	**RS number**	**Coding change**	**Prediction of protein damaging by *in silico* algorithms** **(PolyPhen-2, SIFT, and PROVEAN)**		
				**All three**	**Only two**	**Only one**
*Pragl*	PEAK1 related kinase activating pseudokinase 1 (D8Ertd82e, NACK)	rs47798524	D243Y			P
		rs30475069	R261C			P
*Dlc1*	Deleted in liver cancer 1 (A730069N07Rik, Arhgap7, STARD12, p122-RhoGAP)	rs30480037	L61P			P
*AI429214*	Expressed sequence AI429214	rs30496799	D241E			P
*Msr1*	Macrophage scavenger receptor 1 (MRS-A, MSR-A, SR-AI, SR-AII, Scaral, Scvr)	rs4227116	L93R			S
		rs4227118	K110N			S
		rs4227119	E120A			S
		rs30713937	N202H		P/S	
*Zdhhc2*	Zinc finger, DHHC domain containing 2 (5730415P04Rik, 6430583A19Rik)	rs39259851	S345I			PR
*Adam24*	A disintegrin and metallopeptidase domain 24 (testase 1) (Dtgn5)	rs33077682	A182E			PR
*Adam39*	A disintegrin and metallopeptidase domain 39 (1700056P18Rik)	rs33217945	K466E			S

*Detailed coding SNP information for each gene is available in Supplementary Table 2.*

**TABLE 3:** Candidate genes within the 1.5-LOD support interval that have coding SNPs predicted to be damaging for the B6 allele.

**Gene**	**Description (Gene synonyms)**	**RS number**	**Coding change**	**Prediction of protein damaging by *in silico* algorithms (PolyPhen-2, SIFT, and PROVEAN)**		
				**All three**	**Only two**	**Only one**
*Pragl*	PEAK1 related kinase activating pseudokinase 1 (D8Ertd82e, NACK)	rs30474449	E861G		P/PR	
*Dlc1*	Deleted in liver cancer 1 (A730069N07Rik, Arhgap7, STARD12, p122-RhoGAP)	rs49225660	E192G			P
*AI429214*	Expressed sequence AI429214	rs30495837	S148L			PR
*Micu3*	Mitochondrial calcium uptake family, member 3 (29D0075B16Rik, Efha, Efha2)	rs221623770	L7F			P
*Adam25*	A disintegrin and metallopeptidase domain 25 (testase 2) (Adam25)	rs33291762	H174Q		S/PR	
*Slc7a2*	Solute carrier family 7 member 2 (20.5, Al 158848, Atr, Atrc2, Cat, CAT-2)	rs50403696	A342S	P/S/PR		

*Detailed coding SNP information for each gene is available in Supplementary Table 2.*

### RNA Sequencing Reveals Additional Candidate Genes

In order to prioritize additional candidate genes within the locus, we compared transcript levels in cortex tissue between WSB, B6, and C3H adult mice. 

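Cortex RNA of 3 male mice of each strain, aged 8 to 12 weeks, was sequenced with paired-end reads of 150 bp. B6 is the strain of the mouse reference genome, C3H is another classical inbred strain and WSB is a wild-derived inbred strain. The authors trimmed adapters with Cutadapt, counted reads on genes with HTSeq and deposited an FPKM value for each of 54532 genes in each mouse. In every library, each FPKM multiplied by the gene length was a whole multiple of one step (100% of values), which returns the number of reads on each gene. By this measure 17651630 to 21562429 reads per B6 mouse lay on genes, with a median of 19918248. The range was 19042306 to 19433751 in C3H, with a median of 19103630, and 16317439 to 17784118 in WSB, with a median of 16877233. The deposited values were already scaled, because the denominator of each library equalled its median-of-ratios size factor times 18569070. Each strain was compared with B6 by limma on log2(FPKM + 0.1), for genes with a mean of at least 0.1 FPKM in the 6 mice compared, and genes with a Benjamini-Hochberg adjusted p under 0.05 were counted as differentially expressed. Fold changes on this scale understate the change of genes with few reads. In simulated libraries of the same depth, changed genes were drawn only from those with a B6 mean of at least 1 FPKM. This test found 97.7% of genes changed 4-fold, and 10.7% of its calls fell on unchanged genes. Of these false calls, 87.8% had a B6 mean under 1 FPKM, where recovery was not measured because no changed gene was placed there.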

Differentially expressed genes could be caused by regulatory sequence variation acting in *cis*, and these differences could affect infarct volume. When comparing WSB and B6, a total of 1,716 genes showed a statistically significant difference in transcript levels for genes across the entire mouse genome, and 34 of these were located within the 1.5-LOD support interval on Chr 8 (Figure 5A and Table 4). 

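Between WSB and B6, 1224 of the 20746 genes tested were differentially expressed (limma with Benjamini-Hochberg adjustment), 583 higher and 641 lower in WSB. Of these, 358 had a mean under 1 FPKM. An unadjusted p under 0.05 was reached by 4235 genes. The 3 WSB values lay wholly above or wholly below the 3 B6 values in all 1224 genes and in 26.0% of the genes tested, against 10% by chance. Leaving out B6 replicate 2 moved the count most, to 651. The interval from 36.16 to 78.11 Mb on chromosome 8 (GRCm38) held 689 annotated genes, of which 270 were tested and 20 were differentially expressed, 9 higher and 11 lower in WSB. With B6 replicate 2 left out, 10 genes of the interval passed. All 34 genes of Table 4 were tested. Among them 20 passed the threshold over all genes tested, and 34 passed it adjusted over the list alone, which is not independent evidence because the study chose the list on these samples.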

When comparing C3H and B6, a total of 2,180 genes showed a statistically significant difference in transcript levels among genes across the entire mouse genome, and ten of these were located within the *Civq4* (1.5-LOD support interval) on Chr 8 (Figure 5B and Table 5). 

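Between C3H and B6, 956 of the 20602 genes tested were differentially expressed (limma with Benjamini-Hochberg adjustment), 491 higher and 465 lower in C3H, and 4972 genes had an unadjusted p under 0.05. The C3H and B6 values did not overlap in any of the 956 genes, nor in 28.9% of the genes tested. The count moved with each mouse left out. It rose to 2301 without C3H replicate 2, and fell to between 498 (without C3H replicate 3) and 569 (without B6 replicate 3) in each of the other 5 fits that left out 1 mouse. Across 12981 genes, which are not independent replicates, the log2 fold change rose with the GC content of the transcript (Spearman's rho 0.48). Of the 212 genes annotated between 36.02 and 50.26 Mb, 63 were tested and 4 were differentially expressed, all lower in C3H, and 6 passed when the adjustment covered the interval alone. Without C3H replicate 2 the number was 8, and it was 2 in each of those other 5 fits. Sgcz (ENSMUSG00000039539, 37522298 to 38661508) had 0.926 ± 0.055 FPKM (SD, n = 3) in B6 and 0.443 ± 0.018 (SD, n = 3) in C3H, a log2 fold change of -0.92 (standard error 0.19, adjusted p = 0.0398, limma with Benjamini-Hochberg adjustment). It passed in 1 of the 6 fits that each left out 1 mouse, and not without a filter on low values. It was no longer past the threshold once the trend of each library with GC content was removed, at -0.74, an alternative chosen after seeing the data. The other 3 were Mtmr7, Gm40493 and Gm5345. All 10 genes of Table 5 were lower in C3H, and 10 passed adjusted over the list alone, a list the study chose on these samples. The 6 of them that did not pass over all genes had log2 fold changes from -0.38 (Cnot7) to -0.65 (Trmt9b), and with the GC trend removed those of Cnot7, Vps37a, Sorbs2 and Trmt9b were -0.03, -0.11, -0.12 and -0.51, that of Micu3 also shrank, and that of Dlc1 grew.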

Since the two genetic regions identified by independent crosses overlap on Chr 8, we made the assumption that at least one potential infarct-modulating gene would be located within the overlapping region. 

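The overlap of both intervals, from 36.16 to 50.26 Mb, held 210 annotated genes, of which 61 were tested between WSB and B6 and 5 were differentially expressed: Tlr3, 1700029J07Rik, Mtmr7, Gm40493 and Gm5345. Tlr3 (ENSMUSG00000031639, 45395665 to 45411080, minus strand) encodes a Toll-like receptor. It had 1.68 ± 0.09 FPKM (SD, n = 3) in B6 and 0.474 ± 0.191 (SD, n = 3) in WSB, a log2 fold change of -1.69 (standard error 0.27, adjusted p = 0.0120, limma with Benjamini-Hochberg adjustment), and it passed in 4 of the 6 fits that each left out 1 mouse. 1700029J07Rik (ENSMUSG00000071103, 45953606 to 45975252, minus strand) had 1.36 ± 0.11 FPKM (SD, n = 3) in B6 and 0.580 ± 0.046 (SD, n = 3) in WSB, a log2 fold change of -1.10 (standard error 0.17, adjusted p = 0.0115, limma with Benjamini-Hochberg adjustment), and it passed in 5 of those 6 fits. Slc7a2 and Dctd, which also lie in the overlap, had log2 fold changes of -0.74 and -0.70 with adjusted p-values of 0.0859 and 0.0914 by the same limma test, and did not pass. Without B6 replicate 2 only 2 genes of the overlap passed, Gm40493 and Dctd. Gm10033, another gene of Table 4, is placed by the deposited table at 69366510 to 69395539, outside the overlap. Its log2 fold change was -1.01 (adjusted p = 0.0702, limma).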

Using this criterion, the candidate genes that were differentially expressed between WSB and B6 was reduced to only eight genes (highlighted in gray in Table 4). Among these genes only three genes (*Mtmr7*, *Gm5345*, and *Gm40493*) were differentially expressed between WSB vs. B6 and C3H vs. B6. 

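The same 3 genes passed in both comparisons. Mtmr7 had 13.6 ± 0.7 FPKM (SD, n = 3) in B6, 10.8 ± 0.3 (SD, n = 3) in WSB and 10.5 ± 0.2 (SD, n = 3) in C3H. Its log2 fold change was -0.33 in WSB (standard error 0.07, adjusted p = 0.0433) and -0.37 in C3H (standard error 0.08, adjusted p = 0.0371), by limma with Benjamini-Hochberg adjustment. Every WSB and C3H mouse was lower than every B6 mouse, but Mtmr7 passed in 0 of the 6 fits against WSB that each left out 1 mouse and in 1 of the 6 against C3H. Gm40493 had 2.66 ± 0.87 FPKM (SD, n = 3) in B6, from 15 to 25 reads, with 0 reads in every WSB mouse and at most 2 in a C3H mouse. Both strains lay under the limit of 3 reads, so it was at least 5.89-fold lower in WSB (adjusted p = 0.000168, limma) and at least 6.60-fold lower in C3H (adjusted p = 0.00598, limma). Gm5345 had 0.787 ± 0.164 FPKM (SD, n = 3) in B6, from 11 to 20 reads. It had at most 2 reads in WSB and 0 in C3H, and was at least 4.42-fold lower in WSB (adjusted p = 0.00994, limma) and at least 4.95-fold lower in C3H (adjusted p = 0.00209, limma). In the WSB comparison Gm5345 did not pass with a pseudocount of 0.01 or without B6 replicate 2 or 3. Because both crosses gave intervals that overlap, the paper assumes that a gene modulating infarction lies in the shared region, and from there it lists the genes that differ in both comparisons.

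**Figure D1:**
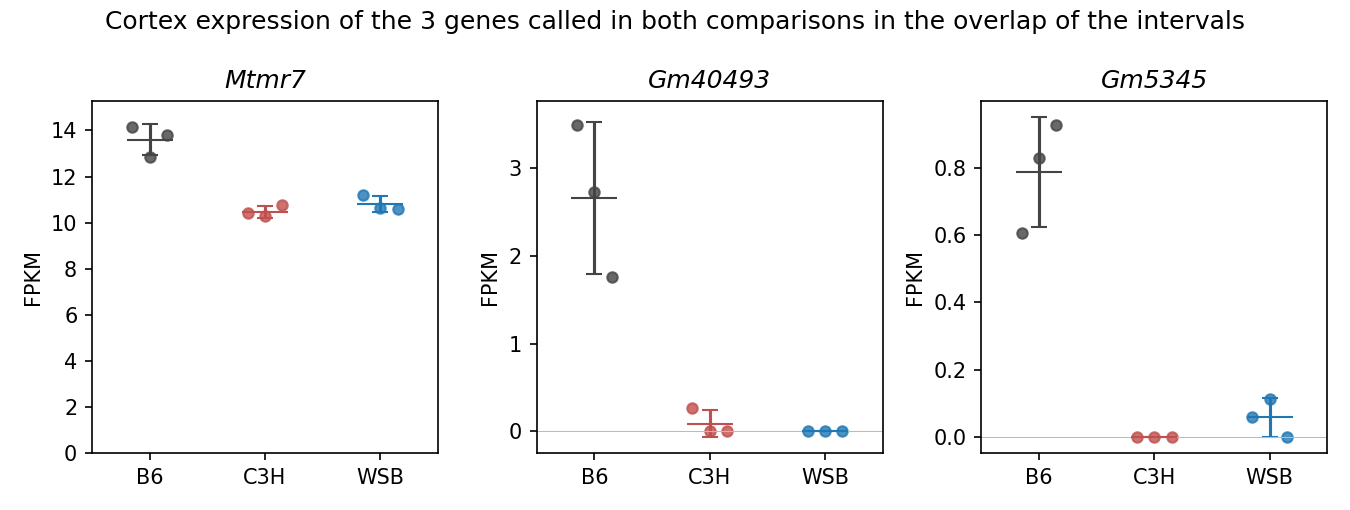
FPKM in cortex of Mtmr7, Gm40493 and Gm5345, with 1 point per mouse and the mean with SD for the 3 mice of B6, C3H and WSB. The B6 points lie above all C3H and WSB points in each panel, and Gm40493 is at 0 in all WSB mice.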

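Gm5345 (ENSMUSG00000098050) lies on chromosome 8 of GRCm38 from 40853828 to 40855027 on the minus strand, with 2 exons and a transcript of 1014 bases. Over 1016 aligned bases the transcript was 90.8% identical to that of Gapdh, and it was as similar to many Gapdh pseudogenes, so its few reads are uncertain where counting could not separate these copies. Gm40493 (ENSMUSG00000110236) lies from 38659763 to 38671066 on the plus strand and is annotated as antisense, with 3 exons and 400 bases. It overlaps Sgcz, on the opposite strand, from 38659763 to 38661508. Whether the counting used the strand is not stated in the paper's text, so reads in this stretch are uncertain for both genes. Other transcripts matched Gm40493 over at most 112 bases.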

*Gm5345* is annotated as a processed pseudogene and *Gm40493* is a novel, predicted gene without additional annotation. 

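Mtmr7 (ENSMUSG00000039431) lies on chromosome 8 of GRCm38 from 40551095 to 40634797 on the minus strand and encodes a myotubularin-related protein. Its annotation lists 6 transcripts, the longest with 15 exons. The gene overlaps Vps37a, on the opposite strand, from 40551095 to 40551134. Its reads were 1130 to 1309 in B6 mice, 862 to 929 in C3H and 820 to 863 in WSB.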

*Mtmr7* is the only of the three genes annotated as protein-coding. 

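Across the overlap of both intervals, 6 genes were differentially expressed in at least 1 comparison and all 6 were lower than in B6 in each comparison that called them. Not every gene tested was lower. Of the genes tested there, 36 of 61 in WSB and 39 of 62 in C3H had a log2 fold change under 0, with medians of -0.10 and -0.07. Of the 14 genes of Tables 4 and 5 in the overlap, 12 were lower in both strains and 2, Vps37a and Sorbs2, were higher in WSB, by 0.01 and 0.16 on the log2 scale (adjusted p = 0.969 and 0.661, limma). With the GC trend of each library removed, which was chosen after seeing the data, 7 genes were called as lower and 1, Frg1 in C3H, as higher. Without WSB replicate 1, n-R5s96 was called as higher in WSB.

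**Figure D2:**
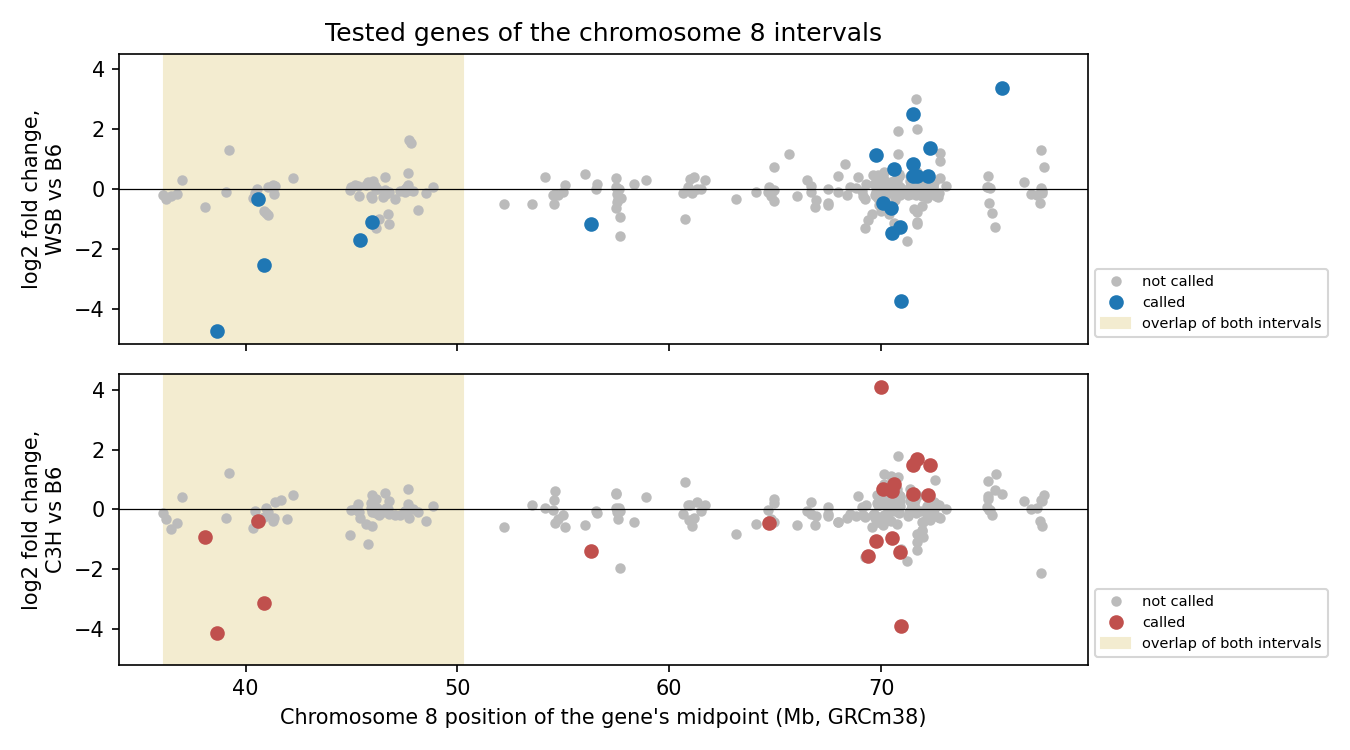
Log2 fold change of each tested gene of the intervals against the position of its midpoint on chromosome 8 (Mb, GRCm38), for WSB and C3H against B6, with differentially expressed genes in colour and the overlap from 36.16 to 50.26 Mb shaded. In the shaded part all coloured points lie under 0, while outside it they lie on both sides.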

We note that all the genes showing different transcript levels within the *Civq4* interval were lower in both C3H and WSB compared to B6 (Tables 4, 5). Details for all of the genes showing differences in transcript levels (1,716 for WSB vs. B6 or 2,180 for C3H vs. B6) are listed in Supplementary Tables 3, 4, respectively.

**FIGURE 5:**
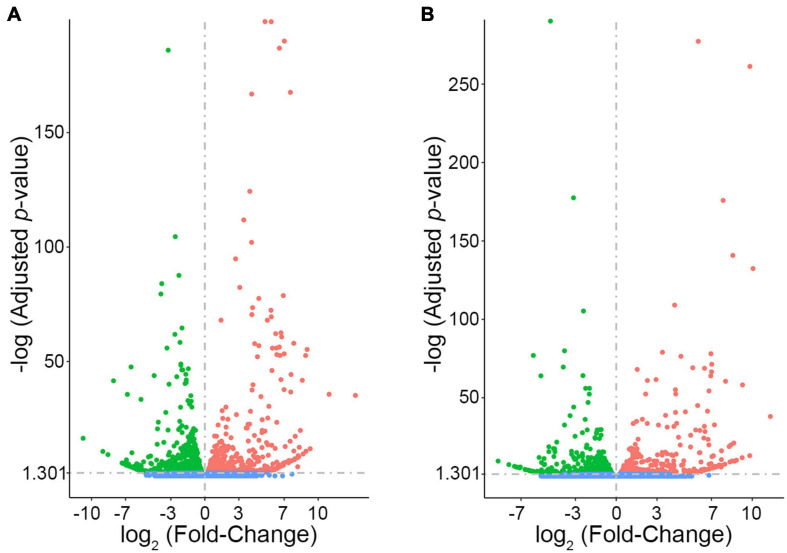
RNA sequencing identifies transcripts showing strain-specific differences in cerebral cortex gene expression. The volcano plots show differential gene expression for either WSB vs. B6 **(A)** or C3H vs. B6 **(B)** from brain cortex determined by RNA sequencing analysis. Each dot represents a different gene with log_2_ fold-changed plotted against log_10_ *p*-value. **(A)** The total number of significantly differentially expressed genes across the mouse genome between WSB and B6 is 1,716 genes, containing 782 upregulated genes indicated by red dots and 934 downregulated genes indicated by green dots, relative to B6. Blue dots (25,956) indicate no significant difference in genes compared between WSB and B6. **(B)** The total number of significantly differentially expressed genes across the mouse genome between C3H and B6 is 2,180 genes, containing 980 upregulated genes indicated by red dots and 1,200 downregulated genes indicated by green dots, relative to B6. Blue dots (25,433) indicate no significant difference in genes compared between C3H and B6.

**TABLE 4:**
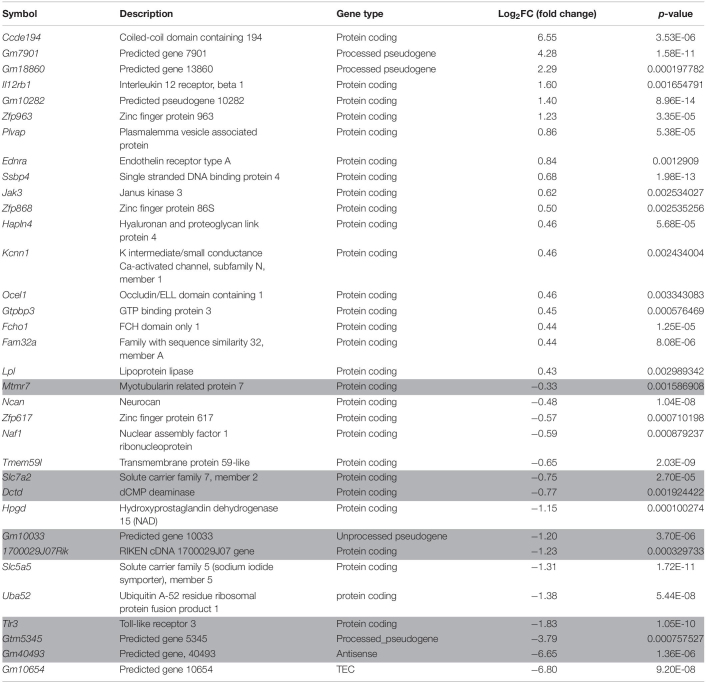
Differential gene expression between WSB and B6 determined by RNA sequencing analysis.

The table lists all genes showing differential expression within the 1.5-LOD support interval (36.16–78.11 Mb) of the F2 mapping between WSB and B6 on Chr 8. Candidate genes are displayed based on fold difference and positive values in the fold change indicate the direction of difference where WSB allele is higher than B6 allele. Genes highlighted with gray color are located in the *Civq4*. Additional information for all 1,716 genes is available in Supplementary Table 3. *TEC, to be experimentally confirmed.

**TABLE 5:** Differential gene expression between C3H and B6 determined by RNA sequencing analysis.

**Symbol**	**Description**	**Gene type**	**Log_2_FC (fold change)**	***p-*value**
*Cnot7*	CCR4-NOT transcription complex, subunit 7	Protein coding	−0.37	0.00227032
*Mtmr7*	Myotubularin related protein 7	Protein coding	−0.38	0.000592403
*Vps37a*	Vacuolar protein sorting 37A	Protein coding	−0.42	0.002065146
*Dlc1*	Deleted in liver cancer 1	Protein coding	−0.48	8.19E-05
*Sorbs2*	Sorbin and SH3 domain containing 2	Protein coding	−0.50	0.000450996
*Micu3*	Mitochondrial calcium uptake family, member 3	Protein coding	−0.60	0.000122213
*Trmt9b*	tRNA methyltransferase 9B	Protein coding	−0.67	0.000345454
*Sgcz*	Sarcoglycan zeta	Protein coding	−1.06	0.003695057
*Gm40493*	Predicted gene, 40493	Anti sense	−4.92	5.94E-05
*Gm5345*	Predicted gene 5345	Processed pseudogene	−6.38	6.39E-06

*The table lists all genes showing differential expression within the 1.5-LOD support interval (*Civq4*; 36.02–50.26 Mb) of the F2 mapping between C3H and B6 on Chr 8. Candidate genes are displayed based on fold difference and negative values in the fold change indicate the direction of difference where the B6 allele is expressed higher than the C3H allele. Additional information for all 2,180 genes is available in Supplementary Table 4.*

## Discussion

In this study, we performed QTL mapping between B6 and WSB mice to identify candidate genes that modulate infarct volume in a collateral vessel-independent manner (i.e., neuroprotection). Since classical inbred mouse strains originate from a relatively limited number of founder haplotypes (Yang et al., 2011), we first surveyed the infarct volume and collateral vessel phenotype in the eight founder strains used in the CC (Lee et al., 2019), which include three wild-derived mouse strains that exhibit much greater genetic diversity that the classical strains. Through this mapping between B6 (classical inbred strain) and WSB (wild-derived strain), we identified a single locus on Chr 8 that reached genome-wide statistical significance and was associated with a difference in infarct size following pMCAO. This locus, located in the interval between 36.16 and 78.11 Mb on Chr 8, overlaps with the neuroprotective locus designated *Civq4* (36.02 and 50.26 Mb) that we previously identified through QTL mapping between C3H and B6 mice (Chu et al., 2013). Similar to our previous study, we found that although B6 mice have smaller infarct volumes compared to WSB mice, the B6 allele at the Chr 8 locus (36.16–78.11 Mb) is associated with larger infarct volumes. Due to the time (>2 years) required to generate a fully congenic strain, we do not have validation data on reciprocal congenic lines between B6 and WSB for the newly mapped Chr 8 locus. However, using reciprocal congenic mouse lines between the C3H and B6 strains, we confirmed that the B6 allele at the *Civq4* locus increases the degree of infarction following pMCAO. Importantly, there was no difference in the number of collateral vessels between the congenic mouse lines and the corresponding background controls. We used a combination of *in silico* SNP prediction and RNA sequencing data analysis to identify candidate genes within the *Civq4* interval. Together, our data demonstrate that the interval from 36.02 to 50.26 Mb on Chr 8 is involved in regulating cerebral infarct volume independently of the collateral vasculature and we have identified a subset of genes within this locus that are viable candidates for modulating infarct volume independently of collateral vessel density.

For this study, we specifically chose to perform QTL mapping using WSB and B6 animals since both of these strains have a high number of collateral vessels. Previous studies have demonstrated that reperfusion of the at-risk tissue following an infarction event by blood flow through existing collateral vessels is strongly associated with a smaller infarct size (Kao et al., 2017). Therefore, by selecting two strains that both have a high number of collateral vessels, and presumably similar levels of reperfusion, we were able to remove the effects of this variable from our analysis to uncover loci associated with neuroprotection.

This study focused on identifying genetic loci involved in neuroprotection. Although neuroprotection may occur as a result of changes within the neurons, changes in other cell types within the brain have also been shown to affect neuronal survival. In fact, previous studies have demonstrated that brain macrophages play a role in regulating outcomes following ischemic stroke (Kim and Cho, 2016). Interestingly, our unbiased, genetic approach identified *Msr1* as a potential candidate gene. This gene encodes for the protein macrophage scavenger receptor 1, which is robustly expressed by macrophages and microglia. Interestingly, other studies have suggested a possible role for *Msr1* in modulating the degree of damage following ischemic stroke by enhancing phagocytic activities in macrophages and microglia to resolve inflammation (Shichita et al., 2017). Therefore, differences in *Msr1* function may underlie some of the observed neuroprotective effects of the *Civq4* locus on Chr 8.

Our study also identified solute carrier family 7 member 2, *Slc7a2*, as a potential candidate gene in modulating the degree of neuroprotection. This protein facilitates transport of cationic amino acids, including L-arginine, across the cell membrane. Interestingly, previous work has demonstrated a role for *Slc7a2* in regulating the activation of macrophages (Yeramian et al., 2006), but the role of *Slc7a2* in brain macrophages following an ischemic event has not been determined. There has also been a limited amount of work investigating the role of *Slc7a2* in ischemic events in organs such as the liver (Ferrigno et al., 2016) and heart (Pan et al., 2011), although these studies did not directly test the role of *Slc7a2* in tissue protection. Given the involvement of macrophages in modulating infarction after stroke (Jian et al., 2019) and the role of *Slc7a2* in L-arginine transport to maintain macrophage activation (Yeramian et al., 2006), *Slc7a2* may indeed have a neuroprotective function following an ischemic event in the brain, warranting further investigation.

Finally, the results from our reciprocal congenic mouse lines support the conclusion that the B6 strain harbors at least one functionally damaged allele in the *Civq4* locus on Chr 8. Specifically, we found that the LineC (C3H.B6-*Civq4*) mice, which have the B6 allele of *Civq4* in the C3H background, have a greater degree of infarction after pMCAO. In addition, some of the genes in this region harbor B6 alleles that differ greatly from the orthologous gene in other species, whereas WSB and C3H strains contain the conserved allele. These data suggest that the B6 background harbors at least one gene variant within the *Civq4* locus that has a detrimental effect on protein function. Currently, the mouse reference genome assembly is derived from the B6 mice, which may give the appearance that all genes in the B6 strain result in wild-type levels of functional protein. However, a recent study (Fontaine and Davis, 2016) has clearly demonstrated that C57BL/6J (B6) strain does in fact harbor null alleles, even when comparing to the closely related C57BL/6N strain. Together, these data demonstrate the importance of assessing the directionality of each parental allele on the phenotype when performing mapping studies, rather than assuming that the B6 allele always represents that functional form of each protein.

## Conclusion

This study has provided further support for the importance of the *Civq4* interval on mouse Chr 8 in neuroprotection following an ischemic stroke. We identified 22 candidate genes mapping within the *Civq4* interval that exhibit either strain-specific coding SNPs (10 candidate genes) (Tables 2, 3) or transcript level differences (15 candidate genes) (Tables 4, 5). Of these 22 genes, three genes, *Dlc1*, *Micu3*, and *Slc7a2*, exhibit both coding and expression level differences. 

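By the coordinates of the deposited table, 14 of the genes of Tables 4 and 5 lie in the overlap of both intervals, and 6 of them passed the threshold over all genes tested in at least 1 comparison. Of the 10 genes of Tables 2 and 3, Adam24, Adam25 and Adam39 were listed at 0 FPKM in all cortex libraries. Zdhhc2 reached 12.6 FPKM and AI429214 reached 2.49 FPKM at most.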

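Dlc1 (36567751 to 36953143) had 3.93 ± 0.34 FPKM (SD, n = 3) in B6, 2.82 ± 0.20 (SD, n = 3) in C3H and 3.52 ± 0.20 (SD, n = 3) in WSB. Its log2 fold change was -0.47 in C3H (standard error 0.12, adjusted p = 0.0698, limma). It passed the threshold once the GC trend was removed, at -0.53, but not once GC and length trends were removed, at -0.44. Micu3 (40307458 to 40386308) had 14.7 ± 1.7 FPKM (SD, n = 3) in B6, 9.72 ± 2.32 (SD, n = 3) in C3H and 11.9 ± 1.3 (SD, n = 3) in WSB, with a log2 fold change of -0.61 in C3H (standard error 0.17, adjusted p = 0.0877, limma). The value for Micu3 in C3H shrank to -0.21 with the GC trend removed and to -0.26 with GC and length trends removed, and neither passed. In WSB its log2 fold change was -0.30 (adjusted p = 0.191, limma), and there both removals called Micu3. Slc7a2 (40862396 to 40922308) had 3.19 ± 0.53 FPKM (SD, n = 3) in B6, 1.89 ± 0.44 (SD, n = 3) in WSB and 2.68 ± 0.49 (SD, n = 3) in C3H. None of these 3 genes passed over all genes tested in the main test. Voom weights called Dlc1 and Micu3 in C3H and Slc7a2 in WSB, and all 3 strains in one fit called Dlc1 in C3H. Leaving out C3H replicate 2 also called Dlc1 and Micu3 in C3H.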

Future studies are required to experimentally test the candidate genes suggested here to determine the contribution of each to neuroprotection, as well as the cell types involved in mediating this protection.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168383.

## Ethics Statement

The animal study was reviewed and approved by Duke University Institutional Animal Care and Use Committee.

## Author Contributions

HKL and DM designed the research. HKL performed the research. HKL and SW-S analyzed the data. HKL, SW-S, DA, and DM wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

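Cortex RNA from 3 male mice each of B6, C3H and WSB was compared. The authors trimmed the reads with Cutadapt, counted them on genes with HTSeq, tested them with DESeq2 and deposited FPKM values per gene and mouse. The aligner and the versions are not stated in the paper's text. Each strain's mice were taken from the sample labels and the paper, and no column of values was left unused. As a check of sex, Xist had at most 2 reads in any library and Ddx3y at least 527. As a check of strain, Nnt (ENSMUSG00000025453) had 1 to 7 reads in B6, 2 to 5 in C3H and 2 to 7 in WSB. With so few reads Nnt could not tell the strains apart. A second entry of Nnt (ENSMUSG00000116207) lies within the span of the first on the same strand, with 0 reads in every library. How reads on both entries were counted is not stated, so the few reads do not show that Nnt was nearly silent.

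The deposited FPKM values were whole multiples of one step per library once multiplied by gene length. The reads recovered in this way were used for depth, for a limit of 3 reads under which a fold change is given as a bound, and for voom weights. The denominator of each library was its size factor times 18569070, so rescaling by median ratios moved almost nothing. Chi-square values per gene between mice of one strain ranged from 7.87 to 24.12, so no 2 libraries of one strain were alike within sampling noise. The limit of 3 reads acts only where every library of a group has at most 3 reads. It does not cover the counting error of genes above it.

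The test was limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend, two-sided) on log2(FPKM + 0.1), over genes with a mean of at least 0.1 FPKM, comparing 2 strains at a time with Benjamini-Hochberg adjustment and a threshold of 0.05. The difference between WSB and C3H was fitted on all 9 libraries and adjusted over the 14 genes of Tables 4 and 5 in the overlap. Genes were placed in an interval when their span on GRCm38 overlapped it. Of 54532 identifiers in the deposited table, 54495 were found in GENCODE M21 and 53585 had the same coordinates there. GC content came from the longest transcript, for 54409 genes. Similar transcripts were searched with blastn 2.17.0. Figures were drawn with matplotlib 3.10.9.

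The test was run on 20 sets of simulated counts, with a median of 20472 genes tested. Each set had 200 changed genes, all with a B6 mean of at least 1 FPKM. It found 80.5% of the changed genes, and 10.7% of its calls were on unchanged genes, above the 5% that the threshold sets. Among genes with a B6 mean of at least 1 FPKM, which held all changed genes, the share was 1.4%. Under 1 FPKM every simulated call was false by design, so the simulation gives no rate for real calls there. An added GC trend gave a median Spearman correlation of 0.54 between fold change and GC content, and removing the trend brought it to -0.002.

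Genes named in the text were fixed by a rule set before the data were examined: every gene the paper names in its text or in Tables 2 to 5, every gene differentially expressed in both comparisons in the overlap, the 5 largest rises and falls per comparison, and checks of sex and strain. Full statistics are given only for genes of the overlap. Frg1, n-R5s96, Zfp963's opposite directions and the 5 genes with more reads in C3H replicate 2 were singled out after their values were seen. The alternatives set beforehand were pseudocounts of 1 and 0.01, no filter, a filter of 1 FPKM, median-ratio rescaling, all 3 strains in one fit, eBayes without a trend, voom weights, the replicate number as a block, protein-coding genes only, genes wholly inside the interval, and leaving out each mouse. Rescaling to total reads and removing GC or GC and length trends were added after seeing the data. Marker lists for choroid plexus, striatum, hippocampus, oligodendrocytes, microglia and blood were written before the test. No set test was run on the supplementary tables of differentially expressed genes or coding SNPs.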

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

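The tests of GC content on the differences between strains were chosen only after the results were seen.

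The effects of WSB and C3H against B6 differed for 7 of the 14 genes of Tables 4 and 5 in the overlap (limma on all 9 libraries, adjusted over the list alone). This is not independent evidence, because the study chose the list on these samples and each of the 7 genes stands in only 1 of Tables 4 and 5. Over all genes tested, Tlr3 passed (adjusted p = 0.00817, limma) and the adjusted p-values of the other 6 went from 0.0524 to 0.106. Adjusted over the overlap, Tlr3 had 0.0145 and the others 0.0732 to 0.0882 by the same limma test. The WSB minus C3H difference was -1.40 for Tlr3, -0.63 for Dctd, -0.54 for 1700029J07Rik, 0.31 for Dlc1, 0.43 for Vps37a, 0.64 for Sorbs2 and 0.44 for Trmt9b on the log2 scale. In 3 of 100 splits of the 9 libraries, the real one included, as many genes of the list differed, which decides nothing for a list chosen on these mice. The number fell to 1 without C3H replicate 1, without C3H replicate 3 or without WSB replicate 3. Once each library's trend with GC content was removed, the differences were -1.67 for Tlr3 and -0.64 for 1700029J07Rik, past the threshold over all genes tested (adjusted p = 0.00104 and 0.0355, limma), which argues against the trend as the whole cause for these 2 genes. For Dctd and Dlc1 they were -0.60 and 0.37 (standard errors 0.18 and 0.11), against -0.63 and 0.31 before the removal. Neither passed that threshold before or after, but both still passed over the list (adjusted p = 0.0248 each, limma). The removal hardly changed either difference, so the trend does not account for their size. Passing over the list decides nothing further for Dctd and Dlc1, because the study chose the list on these samples. For Vps37a, Sorbs2 and Trmt9b they shrank to 0.16, 0.31 and 0.32, not past either threshold but larger than their standard errors. For these 3 genes the trend and a strain difference cannot be told apart with 3 mice per strain. Strain differences in expression, and reads of each strain mapping unequally to the B6 reference, stay open and were not tested.

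Across the genome, 381 genes were differentially expressed in both comparisons, and 371 of them changed in the same direction. The paper discusses such genes only for chromosome 8. Both comparisons use the same B6 libraries, which alone makes fold changes go together. Over the 1797 genes called in either comparison and tested in both, the correlation across genes was 0.68, and in 50 draws of unchanged groups against shared B6 values it averaged 0.50 and reached at most 0.576. The share of the same sign was 79.6% against 66.6% in the draws. At most 0 genes were called in both when groups were unchanged, and at most 1 when the WSB changes were kept and C3H was unchanged. The shared libraries therefore leave part of the shared direction unaccounted for. Among the largest rises in both comparisons were the processed pseudogenes Rps3a3 and Gm6969. Their log2 fold changes were 9.80 and 8.74 in WSB and 10.17 and 8.99 in C3H. The largest falls in both included mt-Tg, Gm25772 and Pttg1, which are not pseudogenes. Alleles that C3H and WSB share against B6 remain open. So does unequal mapping of the reads of both strains to the B6 reference. Neither was tested for the 371 genes.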

How the results depend on the processing

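Alternatives were set before the data were examined, except rescaling to total reads and the removal of GC or GC and length trends, which were chosen after seeing the data. For the genes of Tables 4 and 5 in the overlap, the log2 fold change against B6 in the comparison whose table lists the gene kept its sign under every alternative run. The WSB minus C3H differences of Cnot7 and Micu3, which did not pass as deposited, changed sign once the GC trend was removed, from 0.26 to -0.06 and from 0.31 to -0.08. The share of higher genes among those called in C3H was 51.4% and went from 44.1% with GC and length trends removed to 55.8% with a filter of 1 FPKM, so the balance of higher and lower genes depends on the setting. It was 44.4% without C3H replicate 2 and 47.2% with voom weights. The cause of each change below was not tested unless stated.

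A filter of 1 FPKM, which tests fewer genes, left 2 genes in Civq4, 3 in the overlap in WSB and 3 lower genes. Voom weights gave 1488 genes in C3H, 8 in Civq4 and 11 lower genes in the overlap. Protein-coding genes only, which drops Gm40493 and Gm5345, gave 3 genes in the overlap in WSB and 1 in both comparisons. Replicate numbers did not pair the mice, with correlations of same-numbered deviations from -0.065 to 0.053. With the number as a block, 754 genes were called in WSB, 480 in C3H, 2 in Civq4, 3 in the overlap in WSB and 3 as lower.

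Across fits that each left out 1 mouse, the count went from 651 to 825 in WSB and from 498 to 2301 in C3H, where 2301 came without C3H replicate 2. It went from 10 to 17 in the WSB interval, from 2 to 8 in Civq4, from 2 to 5 in the overlap, from 1 to 3 for both comparisons, from 3 to 10 for lower genes and from 1 to 8 for genes that differ between WSB and C3H. The 10 in the WSB interval came without B6 replicate 2, and the 8 and 10 in Civq4 and among lower genes came without C3H replicate 2.

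Of the values of single genes under alternatives set beforehand, 222 stayed on their side of the threshold, 29 became weaker and 13 stronger. Under those added later 47 stayed, 3 became weaker and 1 stronger. Mtmr7 in WSB had adjusted p-values from 0.0187 to 0.118 over the settings that kept all mice, and lost the threshold with eBayes without a trend, the block and total reads. Mtmr7 in C3H had adjusted limma p-values from 0.0115 to 0.136 over those settings, and lost the threshold with eBayes without a trend and the block. The depth limits Gm40493 and Gm5345, which had at most 25 reads in any library.

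Of the 10 splits of the 6 mice of each comparison, 1, the real one, gave as many genes in WSB, in C3H, in the WSB interval, in Civq4 and in the overlap. Any other split gave at most 2 genes in each comparison, against 1224 in WSB and 956 in C3H. With 10 splits the share cannot fall under 0.1, so the share alone does not decide. Of 100 splits of the 9 libraries, 1 gave as many genes in both comparisons and 1 as many lower genes in the overlap.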

Differences from the paper's values

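The paper reports 2180 differentially expressed genes between C3H and B6, 980 higher and 1200 lower, against 956, 491 and 465 here. With voom weights there were 1488 genes, 702 higher and 786 lower, and with all 3 strains in one fit 714 were higher. Those 1488, 702 and 714 came within 1.5 times the paper's values, and no other alternative set before the data were examined that kept all mice did. Leaving out C3H replicate 2 gave 2301 genes, 1022 higher and 1279 lower.

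In the WSB interval the paper reports 34 genes, against 20 here. All 3 strains in one fit gave 26, voom weights 28 and protein-coding genes only 24, within 1.5 times the paper's value. Removing the GC trend gave 26 and removing GC and length trends 29, both chosen after seeing the values. In Civq4 the paper reports 10 genes for C3H, against 4 here. Voom weights gave 8, adding Micu3, Sorbs2, Dlc1 and Trmt9b, and leaving out C3H replicate 2 gave 8, adding Cnot7, Micu3, Vps37a and Dlc1. All 3 strains in one fit called Dlc1 and Trmt9b, protein-coding genes only called Trmt9b, and removing the GC trend, chosen after seeing the values, called Dlc1. In the overlap the paper reports 8 genes for WSB, against 5 here. Voom weights gave 6, adding Slc7a2, and removing the GC trend, or GC and length trends, gave 6, adding Micu3, both chosen after seeing the values. Leaving out B6 replicate 2 called Dctd. The other alternatives set before the data were examined did not come within 1.5 times these values.

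For log2 fold changes of WSB against B6, the paper's value for Gm7901 is 4.2842 against 3.37 here, for Il12rb1 1.59615 against 1.17, and for 1700029J07Rik -1.22669 against -1.10. For C3H against B6, the paper's value for Sgcz is -1.06 against -0.92. A pseudocount of 0.01 gave 4.35, 1.58, -1.21 and -1.04, and voom weights gave 4.22, 1.63, -1.20 and -1.04, all closer to the paper's values than the SD between replicates. For 1700029J07Rik this also held without B6 replicate 3, at -1.16, and without WSB replicate 2, at -1.15. The other alternatives set before the data were examined differed by more than this SD wherever they tested these genes. For 1700029J07Rik and Sgcz the differences from the paper are smaller than the standard errors of the fit, 0.17 and 0.19.

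The paper places Gm10033 in Civq4, and the deposited table places it from 69366510 to 69395539. It describes all differing genes of Civq4 as lower in both strains, and here Vps37a and Sorbs2 were higher in WSB, by 0.01 and 0.16 on the log2 scale, without passing the threshold.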

Other observations

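Tests of windows by median fold change, of GC content on the 6 genes of the overlap and on the calls added without C3H replicate 2, and the rules that the libraries must separate for a marker list and that a list within the range of random lists decides nothing where its genes go both ways, were chosen only after results were seen.

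The libraries differed in their relation to GC content. The Spearman correlation of a library's deviation with GC content, across 12995 genes, was 0.51 in C3H replicate 1 and 0.53 in C3H replicate 3 but -0.18 in C3H replicate 2, and -0.47 in B6 replicate 1. With the trend removed, 97.1% of the genes called in WSB and 89.6% of those called in C3H remained called, which argues against the trend as the cause of most calls. All 3 genes shared by both comparisons in the overlap remained. Leaving out C3H replicate 2 raised the C3H count to 2301, and of the 1390 calls this added, 19.6% remained once the trend was removed, against 77.5% of the 911 genes called with and without that mouse. The added calls were the marginal ones, but a GC trend shared by the other 2 C3H libraries is a candidate explanation for most of them.

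C3H replicate 2 also held more reads of 5 genes of different annotation, Gm23935, Gm26917, Rn7sk, Gm15564 and the protein-coding Lars2. Gm23935 was at 59985 FPKM there and at 6094 to 10296 in the other libraries, and the 5 genes took 0.533% of its reads against 0.0564% to 0.0907% elsewhere. Its removal moved the number of C3H calls more, to 2301, than that of the other 2 C3H mice, so this library may lower the number of calls. Whether these genes themselves play a part was not tested, and no biological explanation was tested.

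With all mice and the values as deposited, the 6 genes called in the overlap were lower than in B6. Of 1512 overlapping windows of 14.1 Mb elsewhere with at least as many calls, 1.39% had only lower calls, and of the 141 with exactly 6 calls, 7 did. The deposited values are centred by size factors, so a lower level everywhere in the genome would not show, and it stays open. The medians of all genes tested were as low in both comparisons in 2.04% of 2105 windows, in WSB alone in 2.3% and in C3H alone in 42.2%. Without WSB replicate 1, n-R5s96 was called in the overlap as higher in WSB. When the GC trend was removed, 1 gene of the overlap, Frg1 in C3H, was called as higher, so the trend may hide a gene that goes the other way. Of the 6 genes, 5 remained called and lower and Sgcz did not, which argues against the trend as the cause for the 5. Unequal mapping of strain reads stays open.

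Pseudogenes made up 38.6% of the 567 called genes with a log2 fold change of at least 2 in size, against 6.7% of the other genes tested (Fisher's exact test across genes, two-sided, p = 8.66e-100; genes are not independent). Rps3a3, a processed pseudogene, reached at most 3 reads in B6 and up to 2546 in C3H. Where risen pseudogenes gained reads worth at least 20% of the B6 reads of their parent, the parent's median log2 fold change was -0.71 over 23 parents in WSB, where -0.76 was predicted if the reads had moved, and -0.66 over 20 parents in C3H, where -0.83 was predicted. These were 29 different parents, some in both comparisons and all against the same B6 mice. Over both comparisons the median was -0.713. Parents with a smaller gain had medians of -0.17 (75 parents) in WSB and -0.16 (57 parents) in C3H. Some pseudogenes gained more reads than their parent had in B6, which reads moved from that parent alone cannot explain. These parents stay in the medians, with the prediction capped at -6.644. Eno1b in WSB and C3H (7.60 and 7.79), AC154187.2 in WSB (5.36) and Myl1 in C3H (2.76) rose. Gstp2 and mt-Nd3 in WSB, and Atp6v0c, mt-Nd3 and Rps2 in C3H, fell. For the other parents, a candidate explanation is that reads counted on the parent gene in B6 fall on near-identical copies in the other strains.

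Marker lists of other tissues and cells were set against 10000 random lists matched on expression, and all listed genes were tested in these libraries. In WSB the median of oligodendrocyte markers lay at percentile 0, with 6 of 6 lower (Mbp 181 ± 38 against 280 ± 32 FPKM in B6, SD, n = 3), and that of microglia markers at 0.34, with 4 of 6 lower, and both lists separated the mice of the strains, so a lower share of these cells may add to the calls, although only 1 gene of each list was called. Striatum (percentile 0 in WSB and 0.03 in C3H), hippocampus (99.95 and 98.24) and choroid plexus in WSB (98.76) moved together, but mice of the strains overlapped. Of the hippocampus markers in WSB, 5 were higher and 1, Prox1, was lower. Among them 1 was called, Wfs1 (56.0 ± 2.3 against 30.9 ± 2.0 FPKM in B6, SD, n = 3). The score of striatum markers, as the mean deviation per mouse on the log2 scale, was 0.39 ± 1.09 in B6 and -0.33 ± 0.91 in WSB (SD, n = 3), so dissection and strain cannot be told apart for these lists because of the spread between mice. Blood markers in C3H lay at percentile 100, and 3 of 5 were called, all higher: Hba-a1 (298 ± 47.7 against 60.8 ± 6.9 FPKM in B6, SD, n = 3), Hbb-bs and Alas2. Their fold changes were unequal, at 2.28, 1.49 and 1.06 on the log2 scale, and Hba-a2 and Hbb-bt varied between mice, so that the score of the whole list overlapped between the strains. More blood in the C3H samples and strain differences in globin genes both stay open. The remaining lists lay within the range of random lists, but their genes went both ways, which decides nothing: blood in WSB (56.37), with Hba-a1 called higher and Hbb-bt lower, and choroid plexus (93.97), oligodendrocyte (4.21) and microglia (51.54) markers in C3H.

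The test called unchanged genes more often than its threshold in simulated libraries, as given under processing. Most were under 1 FPKM by B6 mean, where no changed gene was simulated. In the real libraries 29.2% of WSB calls and 27.5% of C3H calls had a mean under 1 FPKM. Among them were Gm5345 in both comparisons, 1700029J07Rik in WSB and Sgcz in C3H, all called in the overlap. By its B6 mean of 1.36 FPKM, 1700029J07Rik lay in the upper part of the simulation. Zfp963 on chromosome 8 went in opposite directions, with a log2 fold change of 1.14 in WSB (adjusted p = 0.00906, limma) and -1.07 in C3H (adjusted p = 0.0368, limma).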
